# The impact of environmental enrichment on the murine inflammatory immune response

**DOI:** 10.1172/jci.insight.90723

**Published:** 2017-04-06

**Authors:** Samuel Brod, Thomas Gobbetti, Beatrice Gittens, Masahiro Ono, Mauro Perretti, Fulvio D’Acquisto

## Abstract

Living in a mentally and physically stimulating environment has been suggested to have a beneficial effect on the immune response. This study investigates these effects, utilizing a 2-week program of environmental enrichment (EE) and 2 models of acute inflammation: zymosan-induced peritonitis (ZIP) and the cecal ligation and puncture (CLP) model of sepsis. Our results revealed that following exposure to EE, mice possessed a significantly higher circulating neutrophil to lymphocyte ratio compared with control animals. When subject to ZIP, EE animals exhibit enhanced neutrophil and macrophage influx into their peritoneal cavity. Corresponding results were found in CLP, where we observed an improved capacity for enriched animals to clear systemic microbial infection. Ex vivo investigation of leukocyte activity also revealed that macrophages from EE mice presented an enhanced phagocytic capacity. Supporting these findings, microarray analysis of EE animals revealed the increased expression of immunomodulatory genes associated with a heightened and immunoprotective status. Taken together, these results provide potentially novel mechanisms by which EE influences the development and dynamics of the immune response.

## Abstract 2

A housing period as little as 2 weeks in an enriched environment with an increase in spatial and sensorial stimuli improved the ability of mice to clear infections.

## Introduction

Inflammation plays a pivotal role in the normal function of many living organisms, serving both as an initiator of the immune response and a key modulator of tissue homeostasis (1). Activated by a diversity of internal and external stimuli, inflammation aids in the clearance of pathogens, dead tissue, and foreign bodies as well as remodeling tissues to facilitate regrowth and repair.

Inflammation is distinct from other homeostatic mechanisms in that damage to self is an unavoidable and often necessary part of its process. As such, uncontrolled inflammation can be highly detrimental, leading to irreparable tissue damage and, potentially, autoimmune disease. While a long-studied field of research (2), recent innovations in cellular and molecular biology have greatly expanded our knowledge of the factors regulating (and dysregulating) the inflammatory response.

Such knowledge has allowed us to divide this process into several subtypes, such as silent inflammation (due to aging or lifestyle), sterile inflammation (e.g., gouty arthritis) (3), para-inflammation (e.g., macular degeneration) (4), and cellular stress responses (5), each with its own distinct effects and etiologies. Accordingly, we now appreciate that inflammation is a multifaceted and adaptive process, sensitive to alterations both internal and external to the host.

A growing number of studies have identified that nonheritable or environmental factors play a significantly greater role in influencing the inflammatory response than previously recognized (6). Multiple inflammatory and autoimmune diseases have been linked to circumstances such as diet (7), psychological state (8), living conditions (9), and socioeconomic status (10). While the growing availability of clinical and epidemiological data provides us with a broad picture of the incidence and outcomes of this cross-talk (11, 12), there is a strong need for further research into the mechanisms by which these factors achieve this influence.

Corresponding animal research in the field of neurology has utilized environmental enrichment (EE) — an experimental paradigm that attempts to model an active social, mental, and physical life in captive animals (13). Such research has revealed how a common feature of EE is its ability to bring about an improved capacity to return to a normal homeostatic state. For example, exposure to EE has been shown to mitigate or facilitate repair of neurological damage caused by chemical exposure (14), physical trauma (15), and neurodegenerative disease (16).

Alongside these neurological effects, a small number of investigations have reported the modulating effects EE has upon the immune response. For example, one study demonstrated that following 4 months in an enriched environment, mice show an improved response to infection with influenza type A, clearing the virus more quickly than animals housed in a standard environment (SE) (17). Further studies on mice have also suggested that EE may have specific immunomodulatory effects, enhancing leukocyte effector function (13) while decreasing levels of circulating inflammatory cytokines (18, 19). Such an unusual immune profile would appear likely to promote an equally unique inflammatory response. However, as of yet no direct research has investigated the effects of EE on classical experimental models of inflammatory disease.

We applied an established enrichment paradigm alongside classic experimental models of disease, exposing groups of male outbred CD1 mice to a 14-day EE regime and then assessing the scale and intensity of their immune response in the context of experimental sepsis or peritonitis. Our results revealed that EE has an enhancing effect on the murine immune inflammatory response. We found that housing in an enriched environment induced better clearance of systemic infection in a model of sepsis without affecting the production of inflammatory markers. These effects are brought about by an increased recruitment of immune cells to the site of inflammation and a specific pattern of gene expression in whole blood that may be functionally associated with a swift return to an immunoprotective homeostatic state.

## Results

### Blood cellularity and weight changes in EE mice.

The overall experimental design is depicted schematically in Figure 1. Over the course of the 14-day enrichment period animals in the EE group consistently demonstrated a significantly lower weight gain compared with those from the SE (Figure 2A). Both groups maintained the same intake of food (average 27 g per group per day), while EE animals trended towards a slightly higher water intake (average 29 ml vs. 35 ml per day, respectively) (Figure 2B).

Peripheral analysis of blood samples taken at day 14 identified no difference in overall numbers of blood leukocytes or individual leukocyte populations between the 2 groups (Figure 2C). However, further assessment revealed a significant difference in the relative percentages of circulating cell types, with the blood of EE mice consistently showing a higher percentage of neutrophils and a correspondingly lower percentage of lymphocytes compared with the SE group (Figure 2D). No differences were found in relative levels of monocytes (Figure 2C).

### Zymosan-induced peritonitis in EE mice.

We initially investigated differences in immune response between EE and SE animals using zymosan-induced peritonitis (ZIP), an experimental model of inflammation that allows the characterization of leukocyte egress into the peritoneal cavity. Six hours after zymosan injection, a significantly higher number of cells was found in the peritoneal lavage of EE animals (Figure 3A). FACS analysis identified the dominant cell population in both groups to be GR-1^hi^/F4/80^–^, ascribed as neutrophils (Figure 3B). Smaller populations of Gr-1^hi^/Ly6B.2^+^ cells, attributed as monocytes, were also identified (Figure 3C). Across both populations a significantly higher number of cells were present in the cavity of EE animals compared with those housed in the SE (scatter plots in Figure 3, B and C). Analysis of the collected peritoneal lavage fluid (PLF) identified heightened levels of the classical proinflammatory cytokines IL-6, keratinocyte chemoattractant (KC), monocyte chemotactic protein 1 (MCP-1), and TNF-α in the peritoneal cavity of mice from both groups; however, no significant difference was found in relative levels (Figure 4).

At 24 hours after zymosan injection, EE animals still possessed a significantly higher number of peritoneal cells compared with those from the SE (Figure 5A). As with the 6-hour time point, FACS analysis identified higher numbers of GR-1^hi^/F4/80^–^ neutrophils and Gr-1^hi^/Ly6B.2^+^ monocytes in the EE group (Figure 5, B and C, respectively). An additional F4/80^hi^/Gr-1^–^ population, identified as monocyte-derived macrophages, was also found in both groups. Again, numbers of this population were significantly higher in EE animals (Figure 5C). Consistent with previous studies (20), analysis of the extracted PLF determined that proinflammatory cytokines levels had fallen greatly in both groups, with no difference in relative levels of expression (Figure 6).

### Effects of cecal ligation and puncture on EE mice.

To assess the scale of the EE effect in a further model of peritoneal disease, we subjected EE and SE mice to cecal ligation and puncture (CLP) to produce sepsis. Twelve hours following the CLP protocol, a count of the extracted PLF presented a significantly higher number of cells in the peritoneum of EE mice compared with those from the SE (Figure 7A). FACS analysis attributed this increase in cell numbers to GR-1^hi^/F4/80^–^ neutrophils (Figure 7B).

Bacterial colony counts of the peritoneal fluids showed a trend (nonsignificant) for a lower overall bacterial count in the peritoneal cavity of EE animals (Figure 7B). Conversely, colony counts in blood were significantly lower in EE compared with SE mice, suggesting EE animals have a reduced systemic bacterial load compared with mice from the SE. As with the peritonitis model, analysis of extracted cell-free peritoneal exudates (Figure 8) and serum (data not shown) identified heightened levels of proinflammatory cytokines in both groups; however, no significant difference was found in relative levels.

### EE animals present heightened leukocyte activity ex vivo.

To further investigate the altered immune response exhibited by EE animals, we subjected isolated leukocytes subsets from SE and EE mice to specific activity assays. Bio-Gel P-100–elicited macrophages isolated from the peritoneal cavity of EE and SE and animals had their capacity for phagocytosis assessed by culture with BODIPY-conjugated *E. coli* (dried). Macrophages isolated from EE mice were found to phagocytose a significantly higher quantity of bacteria over the course of the 1-hour incubation period than those from animals housed in the SE lab enclosure (Figure 9A). Additionally, the activation status of peripheral blood neutrophils was assessed by stimulation with platelet-activating factor (PAF) or TNF-α for 15 or 30 minutes. Following stimulation, cell populations were analyzed for the expression of activation markers CD11b and CD62L. A quantitative increase in the former and decrease of the latter (shedding) is considered indicative of a state of activation (21). No significant differences (calculated by 2-way ANOVA) were identified in the relative change of expression between both groups (Figure 9, B and C).

### EE mice present a significantly altered genetic profile.

The functional association between EE and the efficiency of the inflammatory response brought us to identify underlying mechanisms responsible for this immune-modulating effect. To this end, we took a hypothesis-generating approach, comparing the genetic fingerprints of whole blood taken from EE and SE animals, subject to no inflammatory insult. 

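Whole blood RNA of 3 EE mice and 3 SE mice was measured, each mouse on its own Affymetrix whole-transcript array, which holds probes along the exons of each gene. The mice were outbred CD1 males kept for 14 days in either enclosure. The methods give an age of 6 weeks on receipt, before acclimatization and the 14 days of housing, and the sample labels give 9 weeks, which matches that timeline. The study approval gives 5 weeks instead. The methods name the Mouse Gene 1.0 ST array, whereas the deposited table holds 41345 probe sets and its probe annotation is that of the Mouse Gene 2.0 ST array. The authors normalized the arrays by RMA, which corrects the background, makes the distributions of the arrays alike and summarizes each probe set as a log2 value. These deposited log2 values were used without further scaling. The median probe set lay at a log2 value of 5.03, 5.06 and 5.07 in SE mice 1, 2 and 3 and at 5.03, 5.05 and 5.11 in EE mice 1, 2 and 3. Probe sets at 100 or more on the linear scale numbered 9065, 9044 and 9027 in the SE mice and 9336, 9165 and 8255 in the EE mice, in the same order. The small number of arrays limits the precision of each mean.
Of the probe sets, 23521 are annotated with 1 gene, 1814 with several genes and 16010 with none listed here. Following the filter in the methods, probe sets without an Entrez ID or below 100 on the linear scale were left out. The methods do not say over which arrays that minimum was applied, so it was applied to the mean log2 value over the 6 arrays, at 6.64. Means given on the linear scale are mean log2 values converted back. This left 6148 probe sets, of which 408 are assigned to several genes and are not named for any of them. EE mice were compared with SE mice by limma's moderated test on the log2 values, and a log2 fold change is the mean of the EE mice minus the mean of the SE mice. Gene lists for the cell types and pathways of blood were tested with camera, the gene set test of limma, which asks whether the genes of a list shift relative to the other genes. No scan date or batch is given in the sources used here.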

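Few blood transcripts differed between EE and SE mice by more than 2-fold. Pcp4l1, a relative of Purkinje cell protein 4, had a log2 fold change of 2.21 (standard error 0.84), with values of 9.48 ± 0.47 (SD, n = 3) in EE mice and 7.27 ± 1.95 (SD, n = 3) in SE mice. SE mouse 1 lay at 9.52, among the EE mice, and the other SE mice at 6.20 and 6.09. Gm5150, a predicted gene that neighbours the SIRP receptor genes, had a log2 fold change of 1.02 (standard error 0.26). Among the genes with lower values in EE mice, Psmf1, an inhibitor of the proteasome, had a log2 fold change of -1.09 (standard error 0.29) and S100a13, a calcium-binding protein, one of -1.04 (standard error 0.38). Urod, an enzyme of haem synthesis, and Trim10, a protein of maturing red cells, both had a log2 fold change of -1.03 (standard errors 0.24 and 0.22). For Snx15, a sorting nexin of endosomes, it was -1.01 (standard error 0.15).
At an unadjusted p under 0.05 and a fold above 2 or under 0.5, limma called 7 probe sets higher and 5 lower in EE mice. Besides the genes above, the higher ones included S100a8, S100a9, Chil1 and 1 probe set shared by 2 genes of the SIRP family, and 1 more is not described here. No probe set passed an adjusted p of 0.05 from limma (lowest adjusted p = 0.687), and with array weights, which give more weight to arrays that fit the group means, 97 did. At an unadjusted p under 0.05 there were 283 probe sets from limma, and 5% of those tested is 307. Of the genes in the study's heatmap, 12 have a probe set named for them, and 12 of 12 differed in the direction drawn there, which is not independent evidence since they were chosen on these arrays. In 10 of the 12, no EE value overlapped an SE value, against 9.68% of all probe sets tested and 10% by chance. This too is not independent evidence, since the choice by p and fold favours groups that lie apart. The count of higher probe sets was 4 without SE mouse 2, 1 without SE mouse 3 and 2 without EE mouse 1, the count of lower ones was 2 without SE mouse 1 and 9 without SE mouse 3, and 720 probe sets reached an unadjusted p under 0.05 without EE mouse 3 and 186 without EE mouse 1. Each gene of the first paragraph missed the threshold of p or of fold when some single mouse was left out.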

Using fold change (FC) (>2 or <0.5) and non-adjusted *P* value less than 0.05, of the 34,760 probes present on the chip, 8 genes were identified as upregulated and 5 genes downregulated (Figure 10A). Of these genes, 4 of particular interest (s100a8, s100a9, chil1, and sirpb1a) were selected and their heightened expression confirmed via reverse transcription PCR (RT-PCR). A significantly higher level of gene expression (relative to the housekeeping gene GADPH) was identified in EE animals compared with those from the SE (Figure 10B).

To further confirm the gene signature of EE animals at the protein level, we measured the protein products S100A8 and S100A9 (calgranulin A and B, respectively) in the PFL (Figure 11A), blood plasma (Figure 11B), or total cell lysate (Figure 11C) of EE or control animals subject to no inflammatory insult. Consistent with the RT-PCR data, we observed significantly higher levels of these 2 soluble mediators in EE animals compared with SE.

## Discussion

This study sought to assess whether defined enhancements to an animal’s housing conditions could have a modulating effect on its immune status. We have used this experimental system to model the effects of external environmental factors on the inflammatory response and to investigate the possible underpinning cellular and molecular mechanisms behind these effects.

An enriched environment is known to have a beneficial effect on a variety of neurological parameters. Such research has revealed that EE is able to facilitate repair of neurological damage caused by chemical exposure (14) and physical trauma (15) and mitigate neurodegenerative disease (16). Alongside these neurological effects, a small number of studies (13, 17, 19, 22–24) have investigated the influence EE has on specific immune parameters, with some suggesting it may have an immune-enhancing effect in response to viral disease (17).

Our results show that EE invokes a significant and consistent alteration in the immune repertoire of male CD1 mice: increasing circulating innate immune cells, enhancing macrophage activity, and altering the host’s gene expression profile to improve bacterial clearance in a model of polymicrobial sepsis. These alterations are evident after only 2 weeks of enrichment, a time frame previously demonstrated to induce significant physiological effects in neurological research (25) and recently described in our previous study focusing on T cells (26).

We report that EE significantly boosts the cellular response in a model of ZIP. Intraperitoneal injection of zymosan induces a rapid accumulation of polymorphonuclear leukocytes into the peritoneal cavity. This immune response presents a consistent time course, made up of an initial influx of neutrophils 2–10 hours after injection followed by the later arrival of monocytes and monocyte-derived macrophages at 15 to 25 hours (20).

Differential analysis of the cell populations in EE revealed elevated numbers of neutrophils and monocytes compared with SE animals at 6 hours after challenge. Correspondingly, significantly higher numbers of peritoneal macrophages were found in EE animals 24 hours after zymosan injection. The initially higher influx of neutrophils into the EE animals mirrored the higher proportion we observed in circulation in basal conditions. In addition, the discovery of elevated numbers of macrophages and monocytes in the peritoneal cavity suggests an increased speed of egress to the site of inflammation. Lending support to this hypothesis, a previous study that subjected mice to enrichment for up to 18 weeks revealed that isolated leukocytes exhibit heightened proliferation and chemotaxis, indicating a common mode of effect for enrichment (13).

The results obtained from ZIP indicate that EE animals are able to mount a more effective inflammatory response, i.e., a response to the insult featured by increased clearance of the pathogenic stimuli (through increased recruitment of inflammatory cells) and a measured physiological production of inflammatory cytokines compared with SE animals. These results suggest that this heightened cellular response may not confer a corresponding increase in tissue damage in EE animals. To confirm this hypothesis, we applied a more clinically representative model of inflammation based on live bacterial infection — the CLP model of polymicrobial sepsis, which provides a much stronger insult able to elicit a marked local (peritoneal cavity) and systemic reaction (27). Our results show that EE animals are significantly more effective at clearing circulating bacteria than mice from the SE, and this was again associated with an increase in the number of peritoneal leukocytes. Combined with the ZIP data, increased numbers of peritoneal leukocytes are a common feature of the EE-evoked cellular response.

The results obtained from these 2 experimental systems, ZIP and CLP, led us to hypothesize that changes in external conditions are specifically translated into changes in the cellularity of the inflammatory response, ultimately leading to a better containment within the local tissue (in this case peritoneum) and hence a reduced transmission of microbes into the blood stream. It is interesting to note that previous studies have shown that diminished innate leukocyte activity and/or numbers are associated with a high mortality rate in sepsis (28, 29), consequent to immune paralysis and an overall failing of the innate response. Congruently, administration of the neutrophil attractants CXCL1 and CXCL2 into the peritoneal cavity after inducing polymicrobial sepsis enhances both neutrophil recruitment and clearance of bacteria, as well as improving host survival (30). Similarly, our recent study (25) on the influence of the enriched environment on T cell response ex vivo suggest that these cells might contribute to the beneficial effects of this experimental paradigm. Further studies will be needed to dissect the role of the innate and adaptive arms of the immune system in regulating the host immune response.

We were interested in further expounding the influence of EE on the immune system, and therefore carried out microarray analysis of RNA extracted from whole blood of EE and SE animals. Most of the genes identified by the array have specific metabolic or immunoregulatory function. Of these, 4 stood out for their role in inflammation: chil1 (chitinase-3-like protein 1, chi3l1), signal-regulatory protein β 1A (srbp1a), s100a8, and s100a9. 

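Most neutrophil genes had higher means and most red cell genes lower means in the blood of EE mice than in that of SE mice, and neither shift passed when the correlation between genes was estimated. Of 20 measured genes for cytoplasmic and released proteins of neutrophils, 10 were higher and none was lower at an unadjusted p under 0.05 from limma. Of these, 9 passed when adjusted over the list alone and 0 when adjusted over all genes. Mmp9, a matrix metalloproteinase of neutrophil granules, had a log2 fold change of 0.67 (standard error 0.17), Hp, the haemoglobin-binding protein haptoglobin, one of 0.63 (standard error 0.16) and Wfdc17, a small secreted protein, one of 0.79 (standard error 0.21). Of 14 neutrophil surface molecules and cytokine receptors, 7 were higher and none was lower, with 2 passing when adjusted over the list alone and 0 over all genes. Csf3r, the receptor for granulocyte colony-stimulating factor, had a log2 fold change of 0.61 (standard error 0.12), and Cxcr2, a receptor for neutrophil-attracting chemokines, one of 0.62 (standard error 0.19). Lilrb4a, an inhibitory receptor of myeloid cells, had one of 0.78 (standard error 0.17).
Of 38 genes of the red cell membrane and of erythroid regulation, 16 were lower and none was higher, with 6 passing when adjusted over the list alone and 0 over all genes. Hemgn, a nuclear regulator of erythroid cells, had a log2 fold change of -0.73 (standard error 0.14), Kel, the Kell blood group protein, one of -0.77 (standard error 0.16) and Tmod1, which caps actin filaments of the membrane skeleton, one of -0.74 (standard error 0.18). The metabolic list of haem synthesis and iron had 10 measured genes, of which 2 were lower, none was higher and 0 passed when adjusted over the list alone or over all genes. These 2 were Blvrb, a reductase of biliverdin, and Glrx5, which serves iron-sulfur cluster assembly, with log2 fold changes of -0.56 (standard error 0.21) and -0.45 (standard error 0.17). The adjusted p from camera with a preset correlation of 0.01 was 1.52e-16 for the released proteins of neutrophils, 7.31e-14 for their surface molecules, 1.52e-16 for red cells and 0.00159 for haem synthesis and iron. For each of these lists it was adjusted p = 0.222 with an estimated correlation. In the same order, the estimated correlations were 0.49, 0.44, 0.38 and 0.05, and camera's p before adjustment was 0.0429, 0.0329, 0.0606 and 0.0396. With the preset correlation, haem synthesis and iron had an adjusted p from camera of 0.0638 without EE mouse 1 and 0.0563 without EE mouse 2.
Of the other metabolic lists, the 8 genes of glycolysis and hypoxia all had positive log2 fold changes with a median of 0.18, and none reached an unadjusted p under 0.05 (camera, adjusted p = 0.00132, adjusted p = 0.339 with an estimated correlation, and 0.0522 without SE mouse 3). The 19 genes of the mitochondrial respiratory chain had a median of -0.11 (camera, adjusted p = 0.135) and the 9 of fatty acid oxidation and fasting one of 0.02 (camera, adjusted p = 0.887). Of 9 Toll-like and other pattern receptor genes, 2 were higher and none was lower at an unadjusted p under 0.05, with 0 passing when adjusted over the list alone. They were Clec7a, the β-glucan receptor of phagocytes, with a log2 fold change of 0.73 (standard error 0.20) and Myd88, an adaptor of Toll-like receptors, with one of 0.38 (standard error 0.16), and the list had an adjusted p = 0.0426 from camera, adjusted p = 0.537 with an estimated correlation and 0.219 without EE mouse 2. The 13 interferon-stimulated genes had a median of -0.02 (camera, adjusted p = 0.609), which was -0.26 without EE mouse 3 (camera with the preset correlation, adjusted p = 0.00622). The 9 genes of MHC class II had a median of -0.12 (camera, adjusted p = 0.257), which was 0.02 without EE mouse 3.

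**Figure D1:**
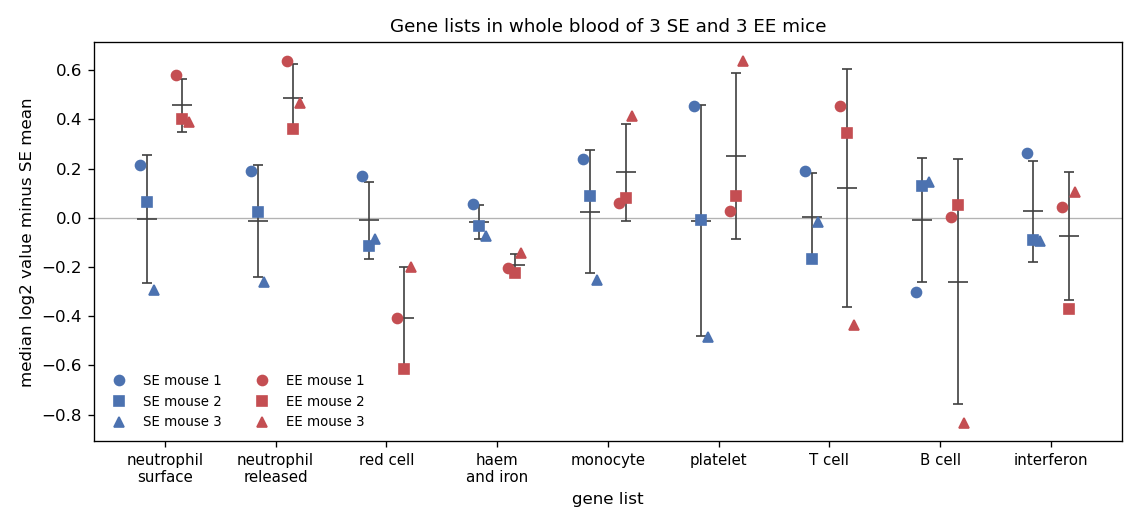
For each gene list on the horizontal axis, the vertical axis gives the median over its genes of the log2 value minus the SE mean, with a point for each mouse and the mean and SD of each group of 3 mice as bars. The EE mice lie above the SE mice in both neutrophil lists and below them in the red cell and the haem and iron lists, and EE mouse 3 is lowest in the T cell and B cell lists and highest in the platelet list.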

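S100a8, whose product is a calcium-binding protein of neutrophils and monocytes, had values of 8.39 ± 0.55 (SD, n = 3) in EE mice and 7.17 ± 0.53 (SD, n = 3) in SE mice. Its log2 fold change was 1.22 (standard error 0.34, unadjusted p = 0.00693 and adjusted p = 0.784 from limma). S100a9, which encodes the partner of S100A8 in calprotectin, lay at 7.26 ± 0.11 (SD, n = 3) in EE mice and 6.22 ± 0.45 (SD, n = 3) in SE mice. It had a log2 fold change of 1.04 (standard error 0.22, unadjusted p = 0.00181 and adjusted p = 0.717 from limma). Chil1, which encodes a chitinase-like glycoprotein, lay at 7.42 ± 0.67 (SD, n = 3) in EE mice and 6.34 ± 0.35 (SD, n = 3) in SE mice, a log2 fold change of 1.08 (standard error 0.33, unadjusted p = 0.0118 and adjusted p = 0.842 from limma). For Sirpb1a, an activating receptor of myeloid cells, the group means were 138 in EE mice and 56.3 in SE mice on the linear scale. Every EE mouse lay above every SE mouse for each of the 4 genes, which is not independent evidence, as the study chose them on these arrays. From its data as a whole, the paper concludes that enriched housing modulates the expression of a specific set of immune genes.
S100a9 and Chil1 were close to the expression minimum, with mean log2 values over the 6 arrays that equal 107 and 118 on the linear scale. Of 4 other measured S100 genes, 1 was higher at an unadjusted p under 0.05, S100a6, with a log2 fold change of 0.54 (standard error 0.17). In the same mice, the median over the genes of both neutrophil lists was higher in EE by 0.49 on the log2 scale. The fold of S100a8 was under 2 without SE mouse 3 (log2 fold change 0.93) and without EE mouse 1 (0.95), that of S100a9 without SE mouse 2 (0.95), SE mouse 3 (0.87) and EE mouse 1 (0.97), and that of Chil1 without SE mouse 3 (0.88) and EE mouse 1 (0.72).

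**Figure D2:**
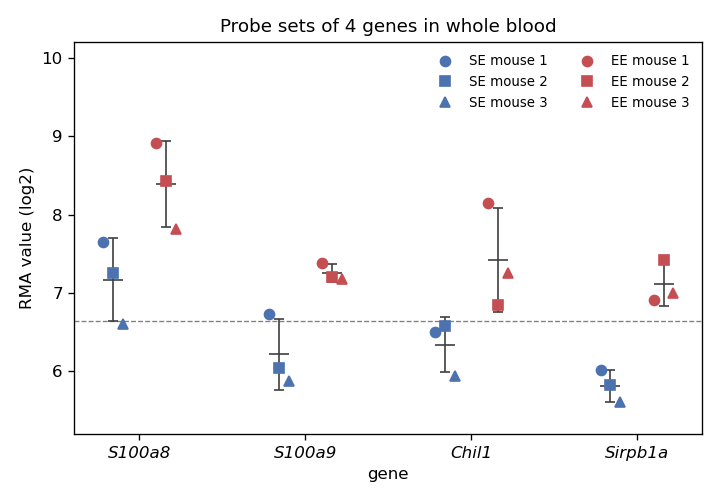
RMA log2 values (vertical axis) of the probe sets of S100a8, S100a9, Chil1 and Sirpb1a (horizontal axis) in each of 3 SE and 3 EE mice, with the mean and SD of each group as bars and the expression minimum of 6.64 as a dashed line. All EE points lie above the SE points of the same gene, and the mean of the SE mice is under the minimum for S100a9, Chil1 and Sirpb1a.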

Most interestingly, all of these genes are endowed with complex modulatory properties that both promote an efficient inflammatory response and contribute to host protection.

CHIL3L1 is serum protein predominately released by activated macrophages, neutrophils, endothelial cells, and astrocytes. Increased circulating levels of CHIL3L1 have been detected in patients suffering from rheumatoid arthritis (31), sepsis (32), and inflammatory bowel disease (33), suggesting that it plays a role in mediating inflammation. Supporting this hypothesis, CHI3L1 secretion is increased by leukocytes upon stimulation by inflammatory cytokines. Interestingly, CHI3L1 has also been shown to downregulate cellular responses to the same cytokines (31), indicating that CHI3L1 may be part of a feedback control mechanism regulating against an excessive inflammatory response. While the exact physiological role of CHIL3L1 is under ongoing research, studies have demonstrated its involvement in a range of immunological processes including apoptosis, inflammasome activation, M2 macrophage differentiation, TGF-β1 release, dendritic cell activation, and MAPK and Akt signaling (34).

Also upregulated was sirpb1a, a gene encoding the glycoprotein receptor SIRPB1A expressed on human monocytes and granulocytes (35). 

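The probe set that names Sirpb1a alone lay at a log2 value of 7.11 ± 0.28 (SD, n = 3) in EE mice and 5.82 ± 0.21 (SD, n = 3) in SE mice. This is a log2 fold change of 1.30 (standard error 0.18, unadjusted p = 0.000156 and adjusted p = 1.00 from limma over all probe sets). Its mean log2 value over the 6 arrays equals 88.3 on the linear scale, under the minimum of 100, and it passed the thresholds of p and fold when 100 was asked of at least 1 array or of at least 3 arrays. A probe set shared by Sirpb1a and Sirpb1b, and so assigned to neither, had a log2 fold change of 1.01 (standard error 0.18, unadjusted p = 0.000447 from limma). Of 4 other measured genes of SIRP receptors and of CD47, the ligand of SIRPα, 3 were higher at an unadjusted p under 0.05, with 0 passing when adjusted over the list alone or over all genes. Sirpb1c had a log2 fold change of 0.70 (standard error 0.29), Gm9733 one of 0.37 (standard error 0.16) and Sirpa, an inhibitory receptor of the family, one of 0.35 (standard error 0.13). Cd47 had a log2 fold change of 0.07 (standard error 0.12). Gm9733, Sirpb1a, Sirpb1b and Sirpb1c neighbour each other in the GRCm38.p6 assembly, and whether a probe of one also binds transcripts of another was not tested.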

Stimulation of SIRPB1A on murine peritoneal macrophages has been shown upregulate phagocytosis (36), suggesting one possible mechanism for the upregulated macrophages we observed in this study. This activity has in turn been shown to play a protective role in the pathogenesis of Alzheimer’s disease by upregulating clearance of amyloid β aggregates through stimulation of phagocytosis by microglial cells (37). Further studies revealed that SIRPB1A binding upregulates neutrophil transendothelial migration (38), suggesting one possible explanation for the heightened leukocyte influx we observed in our CLP and ZIP models.

S100A8 and S100A9 together form the protein complex calprotectin that is highly abundant in myeloid cells, with neutrophils expressing the highest content (calculated to be ~30% of total cytosolic proteins). We elected to focus on this protein complex for protein confirmation in light of the commercial availability of reliable antibodies and because of its current interest to clinical research. Much of this research focuses on calprotectin’s role as a biomarker for inflammatory disease, most especially in intestinal inflammation (39) and more recently neonatal sepsis (40). Released by neutrophils, calprotectin exerts a direct antimicrobial action by sequestration of the essential bacterial nutrients manganese and zinc (41). The individual proteins have also been found to act as powerful regulators of the innate immune response by promoting neutrophil and macrophage accumulation as well as cytokine production (42, 43). Pharmacological administration of S100A8 to mice at the onset of a model of endotoxemia has been reported to significantly increase survival rate (44). Conversely, elevated calprotectin levels may contribute to early bacterial dissemination and liver injury in a model of *E. coli*–induced sepsis (45).

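Over the 6148 probe sets, the median SD between the mice of a group was 0.220 on the log2 scale in EE and 0.133 in SE, and the SD was larger in EE for 67.6% of them. The median ratio of the EE to the SE standard deviation was 1.57. Among the genes of the heatmap the ratio went both ways, being larger in EE for 6 of 12 with a median of 0.894. It was 3.00 for Psmf1 and 1.90 for Chil1, and 0.248 for S100a9 and 0.241 for Pcp4l1. Of the 20 ways of assigning 3 of the 6 arrays to EE, 6 gave a median ratio as large (exact permutation test, one-sided p = 0.3, where 0.05 is the smallest possible). Every assignment that placed EE mouse 3 in the EE group gave a ratio of 1.27 or more and every other one a ratio of 0.790 or less. Without EE mouse 3 the median ratio was 0.643, and without SE mouse 1 it was 2.41. Leaving a mouse out tends to lower the SD of its group, so these ratios do not compare like with like.

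**Figure D3:**
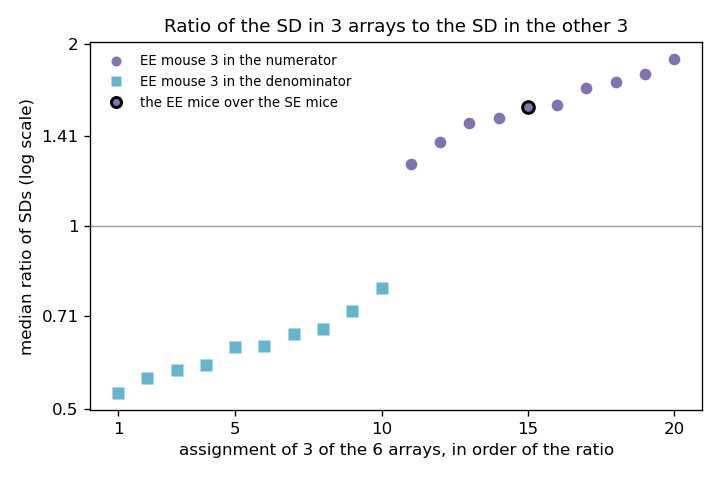
The median ratio, over probe sets, of the SD in 3 arrays to the SD in the other 3 (vertical axis, log scale) for each of the 20 assignments of the 6 arrays, in order of the ratio (horizontal axis). All assignments with EE mouse 3 among the 3 arrays of the numerator lie above 1 and all others below 1, and the real grouping, outlined, lies at 1.57.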

A further observation of this genetic analysis is that the spread of the data obtained for EE animals is notably greater than that obtained for SE. This variation may be attributed in part to the fact that CD1 mice are an outbred strain and that hence individual animals will possess an inherent variation in levels of gene expression. Another possibility is that EE itself leads to greater within-group variation.

This hypothesis has been addressed in several previous studies, with some authors suggesting the level of variation it causes to be negligible (46), while others posit that it leads to higher coefficients of variation in many readouts (47). One common reason cited for this variation is that EE leads to a greater level of intergroup fighting, probably due to increased territorial dispute and dominance displays (48, 49). Further studies would be needed to test the hypothesis that social dominance influenced gene expression variability in our experimental settings.

A great deal of research from our lab and many other groups has been invested in exploring mechanisms that favor or contribute to a more effective inflammatory response and a faster reestablishment of beneficial homeostasis. The results of this study provide a new outlook at the possible ways by which the immune response is able to reestablish a state of equilibrium, providing a mechanistic underscore to the impact of well-being reproduced herein with the EE exposure. With parallels to the established field of resolution of inflammation where lipids, short peptides, or gases have each been described as improving the outcome of an inflammatory response (50), we have revealed another strategy to achieve the same objective. According to this paradigm, the increased cellular response of the host might offer the opportunity to more efficiently respond to an immune insult while mitigating the damage of the inflammatory response. We also identified a specific network of signalling pathways associated with an immunoprotective phenotype that could be potentially used to design alternative therapeutic strategies to improve clinical outcome in the context of uncontrolled inflammation.

While EE appears to have a tangible effect on the immune response, deeper analysis is required to more fully understand if its effects could be of benefit in the context of disease and more specifically disease recovery. Most importantly for the progress of this field, efforts should be made to correlate and stratify clinical and animal studies with one another; only that way will a practicable benefit be derived from this research. EE has already been demonstrated to improve rodent wound healing in response to physical trauma (15), and comparable clinical studies have revealed that interventions designed to improve the mental well-being of patients led to a marked improvement in overall health (51) and reduced expression of genes associated with chronic systemic and cellular inflammation (52).

In this study, we aimed to further understand how the immune system as a whole specifically responds to changes in environmental conditions. The changes we observed at both molecular and cellular levels provide a link between enriched living conditions and an enriched immune response, i.e., an improved capability for the host to deal with inflammatory challenges.

These results are in line with a growing body of recent literature that has clearly demonstrated the need to investigate immune disorders and responses as complex multifactorial systems. These should include different factors such as living conditions and psychosocial status (53).

Perhaps the obvious question these findings raise is whether EE could serve as a viable treatment for human immune disease or as a prophylactic against microbial or inflammatory disease. The straight answer to this question is currently “no.” The results we have obtained cannot be directly translated from mice to humans. What can be learned from these data is that enriching the living conditions of experimental animals modulates the expression of a specific set of immune genes in a host, promoting an improved inflammatory response. Providing that we can verify these data in humans, one might use such genes to identify and stratify patients at risk of developing septicemia or other inflammatory pathologies. A far-reaching ambition for this study would be to pharmacologically modulate the immune genes we have identified to therapeutically treat high-risk patients.

Perhaps the most convincing conclusion to emerge from this study is that we cannot consider biological systems such as experimental animals or indeed human beings in all their diversity as fixed in their immune response. Both mice and humans respond proactively to changes in their living conditions. When we refer to proactively, we mean that both mice and humans change their metabolism, behavior, blood pressure, tissue regeneration, etc., according to changes in their living conditions. Such dynamic adjustments to an altering external and internal environment are often referred to as allostasis (54).

The ultimate purpose of animal experimentation is to emulate human physiological responses as accurately as possible. With the results of this study and others in mind, we suggest that a consideration of the environment in which we house such animals (55) and its parallels to human living conditions (53) should be an important part of experimental design.

## Methods

### EE protocol.

Upon receipt, male CD1 mice (Charles River) aged 6 weeks were placed in groups of 6 and given 1 week to acclimatize to the environment of the animal unit. During this time all groups were housed in a standard mouse enclosure consisting of 36 × 20 × 14 cm (523 cm^2^ horizontal area) cage (Allentown) with wood chip bedding and nesting material. Following this period, the groups were then rehoused in either the same standard enclosure setup (new cage, bedding, and nesting material) or in an enriched enclosure. EE enclosures were 50 × 38 × 21 cm (1,355 cm^2^ horizontal area, Allentown) and included 1 wheel, 1 nest house, 1 tunnel, ample nesting material, and wood chip bedding to a 5-cm depth.

All animal enclosures were cleaned out once per week. During cleaning mice were placed in a second enclosure along with all of their enrichment items as well as bedding. Roughly 20% of soiled bedding was left in the EE cage. After cleaning, all apparatus were replaced exactly as found. Prior to the onset of cleaning, mice were allowed a period of roughly 10 minutes to acclimatize to the presence of the researcher. No other researchers were allowed to handle the mice.

### ZIP.

Peritonitis was induced by i.p. administration of 0.5 mg of zymosan-A (Sigma-Aldrich) (16 mg/kg) diluted in sterile PBS. Six or 24 hours after injection mice were deeply anesthetized by isoflurane inhalation and blood was collected by cardiac puncture (anticoagulant: 3% solution of sodium citrate; approximately 1:10 ratio with blood). Immediately following blood extraction, animals were sacrificed by CO_2_ asphyxiation and a peritoneal lavage performed with 2 ml of cold PBS (4°C) containing 3 mM EDTA. PLF was used to measure cytokine levels using a Bio-Plex mouse cytokine assay (Bio-Rad) according to the manufacturer’s directions. Measurements were carried out using a Luminex Bio-Plex 200 system (Bio-Rad) and then analyzed with Bio-Plex Manager 6.1 software (Bio-Rad).

### Blood cellular and cytokine profiling.

Isolated blood was aliquoted and subject to hematological analysis using a ProCyte Dx Hematology Analyzer (IDEXX Laboratories). Plasma was obtained from a second blood aliquot set by centrifugation at 10,000 *g* for 3 minutes at 4°C. Concentrations of IL-6, MCP-1, TNF-α, macrophage inflammatory protein 2 (MIP-2), IFN-γ, S100A8, and S100A9 were determined using the Bio-Plex mouse cytokine assay as reported above.

### Flow cytometric leukocyte profiling.

Extracted PLF was centrifuged (377 *g*, 5 minutes, 4°C) and the pelleted leukocytes were resuspended in 1 ml of PBS. Following quantification by hemocytometer, leukocytes were washed and then stained in 100 μl of FACS buffer (PBS containing 5% FCS and 0.02% NaN_3_) containing CD16/CD32 FcγIIR–blocking antibody (clone 93; eBioscience) for 30 minutes at 4°C. Thereafter, cells were stained with the following FITC- or PE-conjugated antibodies (eBioscience): GR-1 (clone RB6-8C5), F4/80 (clone BM8), and Ly6B.2 (clone 7/4). Cells were labeled with the appropriate concentration of conjugated antibodies for 40 minutes at 4°C and then washed and analyzed. In all experiments, stained cells were acquired with an LSRFortessa flow cytometer (Becton Dickinson) and post-hoc analysis was carried out using FlowJo 7.0 software (Tree Star).

### Experimental sepsis by CLP.

Mice were deeply anesthetized by i.p. injection of a 1:1 solution of ketamine (75 mg/kg; Vetoquinol) and xylazine (15 mg/kg; Bayer). A midline laparotomy was performed to expose the cecum and adjoining intestine. The cecum was then ligated using 4.0 silk sutures (Prolene, Ethicon) just below the ileo-cecal valve and then punctured twice with a 15-gauge needle. Gentle pressure was applied to the cecum in order to extrude a small quantity of fecal matter from the sites of puncture. The cecum was then returned to the peritoneal cavity and the peritoneum and skin sutured closed. Mice were administered resuscitation fluid and allowed to recover from anaesthesia upon a heat pad and then returned to their cage. Animals were euthanized 12 hours later by terminal anaesthesia and subject to cardiac puncture, peritoneal lavage, and cellular analysis as described above. Isolated blood and PLF was streaked across nutrient broth (NB) agar plates (10-cm diameter) at varying dilutions from 10^–1^ to 10^–4^. The plates were incubated overnight, following which a count of the bacterial colonies growing on each plate was carried out. Colony-forming units per ml (CFU/ml) was calculated by multiplying the number of colonies counted by their dilution factor and dividing this figure by the volume of the culture plate. PFL cytokine levels were determined as detailed above.

All surgeries were conducted using aseptic techniques which meet at least the standards set out in the Home Office Minimum Standards for Aseptic Surgery. Consequently, postoperative infections were not expected. Any animal showing swelling, redness, reluctance to move, vocalization when handled, or posture suggestive of abdominal pain were sacrificed or referred to the named veterinary surgeon (NVS). Systemic analgesic was avoided because it might have interfered with the inflammatory/immune reaction (for instance, both innate and adaptive immune cells express receptors for opioids that are known to have a modulatory effect on these cells). Treatment was instituted on the advice of the NVS. The animals were euthanized by a Schedule 1 method if no improvement was seen in the first 12 hours of treatment.

### Microarray analysis.

Total RNA was extracted from blood of enriched (*n* = 3), and control (*n* = 3) mice using an RNeasy Protect Animal Blood System (Qiagen). Total RNA was hybridized to Affymetrix Mouse Gene 1.0 ST array chips at UCL Genomics with standard Affymetrix protocols, using a GeneChip Fluidics Station 450, and scanned using the Affymetrix GeneChip Scanner. Data were normalized by robust multiarray average (RMA) of the Bioconductor package, *affy*. Relevant genes were filtered by excluding those without an Entrez ID and those with low expression levels less than 100 by non-logged value. T-statistics were applied across the data set using the Bioconductor package Limma, and differentially expressed genes were identified by *P* < 0.05 (non-adjusted *P* value) and fold change greater than 2. Microarray data were approved and uploaded to the NCBI’s Gene Expression Omnibus database (GEO GSE94279).

### Real-time PCR.

Total RNA was extracted from blood (*n* = 12 for each mouse group) using the RNeasy Protect Animal Blood System according to the manufacturer’s protocol. Extracted RNA was reverse transcribed using 2 μg oligo(dT)15 primer, 10 U AMV reverse transcriptase, 40 U RNase inhibitor (all from Promega), and 1.25 mM each dNTP (Bioline) for 45 minutes at 42°C. The real-time PCR was carried out by using power SYBR GREEN master mix (Thermo Fisher Scientific) and QuantiTect primers (Qiagen). Cycling conditions were set according to the manufacturer’s instructions. The sequence-specific fluorescent signal was detected by a 7900HT Fast Real-Time PCR System (Applied Biosystems). Cycle threshold (Ct) values for each gene were normalized relative to glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and then used to calculate expression levels. We used the comparative Ct method to measure the gene transcription in samples. Results are expressed as relative units based on calculation of 2−ΔΔCt, which gives the relative amount of a particular gene normalized to an endogenous control (GAPDH).

### Neutrophil activation.

Activation assays and analysis were carried out using previously published protocols (21). Briefly, blood samples were separated into 5 aliquots and treated respectively with TNF-α (50 ng/ml), PAF (10^−9^ M) for 15 or 30 minutes at 37°C, or left unstimulated. Samples were washed and stained for the presence of GR-1 APC (clone RB6-8C5), CDllb FITC (clone M1/M70) and PE-labeled L-selectin (CD62L) (clone Mel-14) on ice for 45 minutes (all antibodies were purchased from eBioscience). Each sample was lysed and fixed using an Immuno-Lyse reagent kit (Beckman Coulter). Neutrophils were gated according to forward/side scatter characteristics and positive expression of Gr-1 and CD11b. CD11b expression was recorded as units of fluorescence where the median fluorescence intensity for 10,000 cells was measured in the FL1 green channel (548 nm). In the case of CD11b antibody, the red FL2 channel was used (590 nm). Samples were analyzed by the BD LSRFortessa II with post-hoc analysis carried out using FlowJo 7.0 software.

### Phagocyte function.

The following procedure was based on previously reported methods (56). Animals were injected i.p. with 0.5 ml of a 4% solution of Bio-Gel P-100 (Bio-Rad) and left undisturbed for 4 days. Animals were then sacrificed and subject to peritoneal lavage with 10 ml of PBS. Collected cells were washed twice and then resuspended in complete RPMI-1640 media (Sigma-Aldrich). Isolated cells were confirmed as macrophages via microscopic analysis and then counted and seeded at 0.2 × 10^6^ cells per well in 200 μl of warm complete RMPI on a 96-well, black-walled, clear-bottom plate (Grenier Bio One) and allowed to adhere for 2 hours at 37˚C (5% CO_2_). Macrophages were then stimulated with BODIPY 576/589–conjugated (Invitrogen), lyophilized *E. coli* (Sigma-Aldrich) added at a final concentration of 1 mg/ml to each well. After 1 hour cell activity was halted and any non-phagocytosed *E. coli* were removed by washing 3 times with cold PBS. Fluorescence was read at 570 and 590 nm using a Multiskan FC Microplate Reader (Thermo Fisher Scientific).

### Statistics.

According to the nature of the data obtained, a *t* test (2-tailed), or ANOVA (1 or 2-way) was performed. Time-course observations were analyzed with multiple *t* tests and the Holm-Sidak post-hoc test. Behavioral data were analyzed via nonparametric analysis using the Mann-Whitney *U* test. All statistical analysis was performed using GraphPad PRISM software v6.0, with the exception of microarray analysis which was carried out as stated in 2.13.3 using the software package LIMMA (Bioconductor). Data were analyzed for normality using the D’Agostino-Pearson omnibus normality test.

### Study approval.

Adult male CD1 mice (5 weeks old) obtained from Charles River were used for all experiments. Animals were kept under standard conditions in individually ventilated enclosures, with food and water provided ad libitum and a 12-hour light/dark cycle. All animals were allowed a 7-day acclimatization period before any experimental procedure was performed upon them. All experiments were approved and performed under the guidelines of the Ethical Committee for the Use of Animals, Bart’s and The London School of Medicine and Home Office Regulations (57) (PPL 80/8714).

## Author contributions

SB designed research studies, conducted experiments, acquired and analyzed data, and wrote the manuscript. BG and TG provided technical assistance throughout the CLP studies. MO analyzed the acquired microarray data. MP provided advice on experimental design and editing of the manuscript. FD designed the research studies and assisted with conducting experiments.

## Figures and Tables

**Figure 1:**
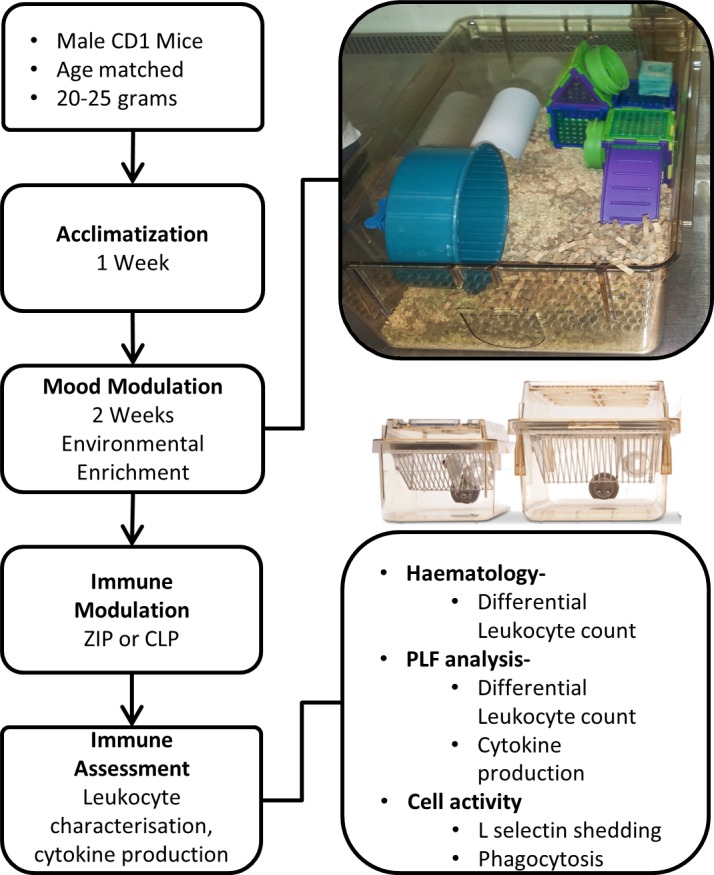
Experimental design, time line, and depiction of the enriched cage setup. Environmental enrichment conditions were kept consistent for all experiments. ZIP, zymosan-induced peritonitis; CLP, cecal ligation and puncture.

**Figure 2:**
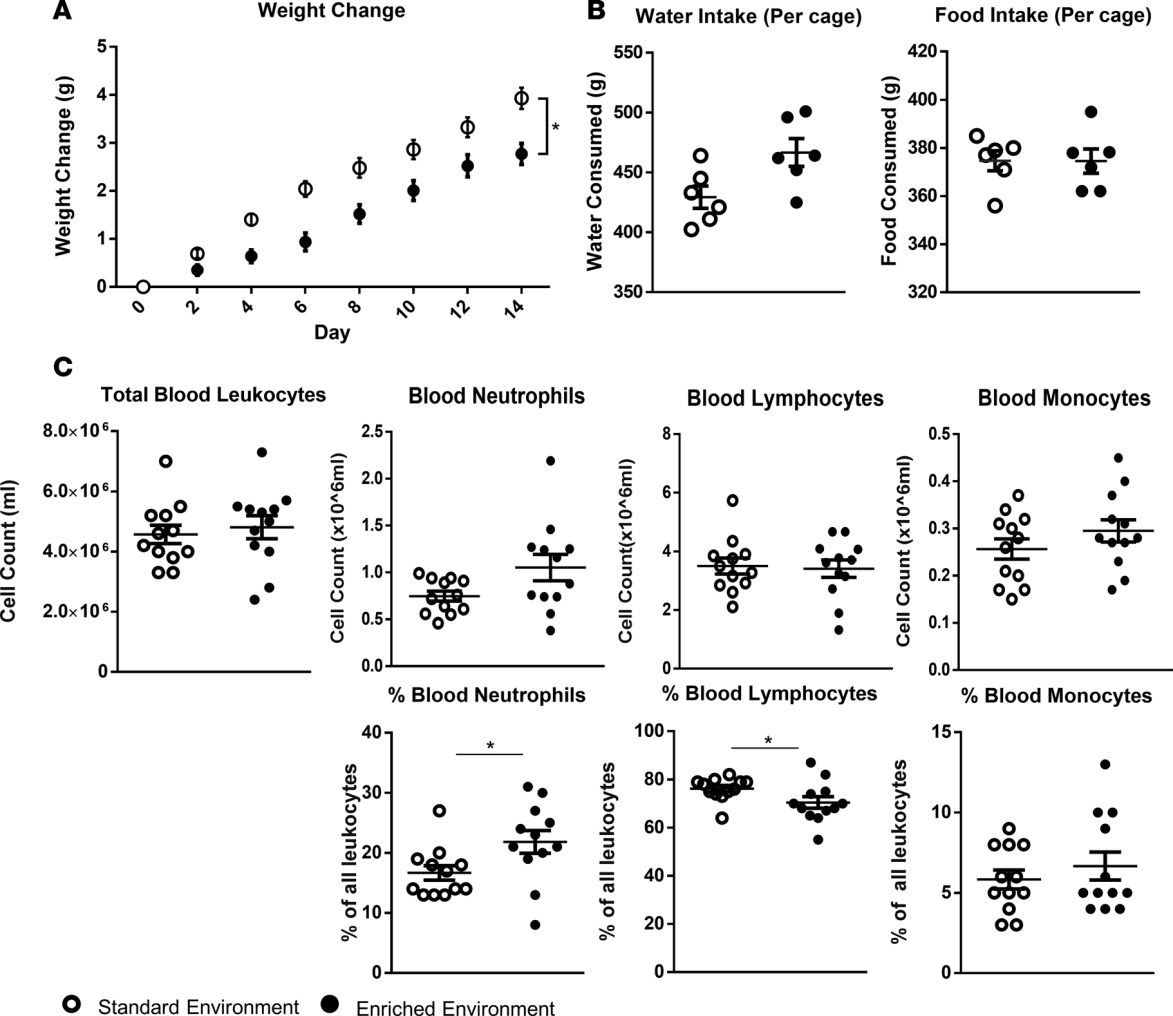
Altered metabolic and blood parameters in enriched mice. (**A**) (left to right) Environmentally enriched (EE) animals present a reduced rate of weight gain over a 2-week period compared with those housed in a standard lab environment (SE), while maintaining similar average food and water intake (**B**). (**C**) Total numbers of circulating leukocytes and relative percentages of leukocyte populations in the blood of EE and SE mice. Values are expressed as mean ± SEM of 12 mice per group and are representative of *n* = 3 independent experiments with similar results. *P < 0.05 by 2-tailed *t* test.

**Figure 3:**
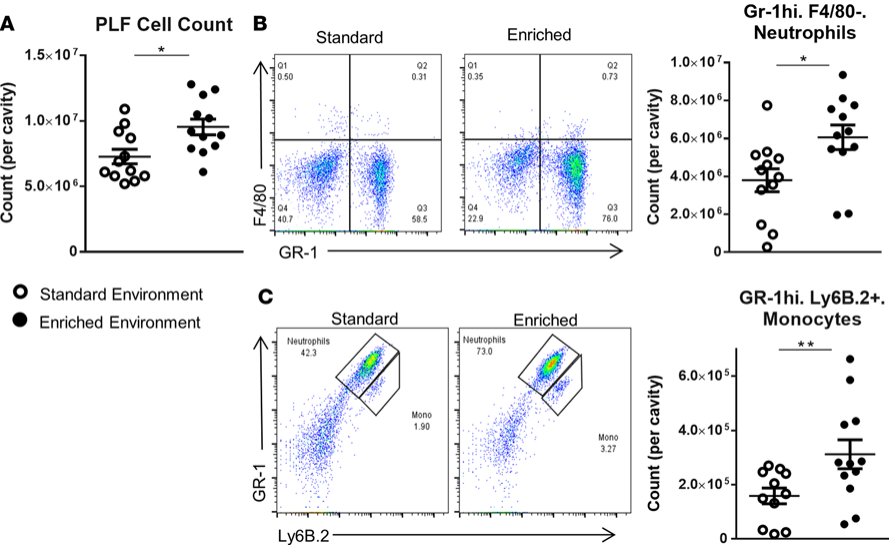
Increased peritoneal leukocytes in enriched mice following 6 hours of zymosan-induced peritonitis. (**A**) Peritoneal cell count of standard environment (SE) and environmental enrichment (EE) animals. PLF, peritoneal lavage fluid. (**B**) Representative FACS profiles of F4/80–expressing versus GR-1–expressing cells and comparative plots of total peritoneal populations of GR-1^hi^F4/80^–^ neutrophils in SE and EE mice. (**C**) Representative FACS profiles of Gr-1–expressing versus Ly6b.2-expressing cells and comparative plots of total peritoneal populations of GR-1^hi^Ly6b.2^+^ monocytes in SE and EE mice. Values are presented as individual data points with means (horizontal bars) ± SEM of 12 mice (with the exception of the enriched FACS plots in **B** and **C** where one sample was lost) and are representative of *n* = 3 experiments. *P < 0.05, **P < 0.005 by 2-tailed *t* test.

**Figure 4:**
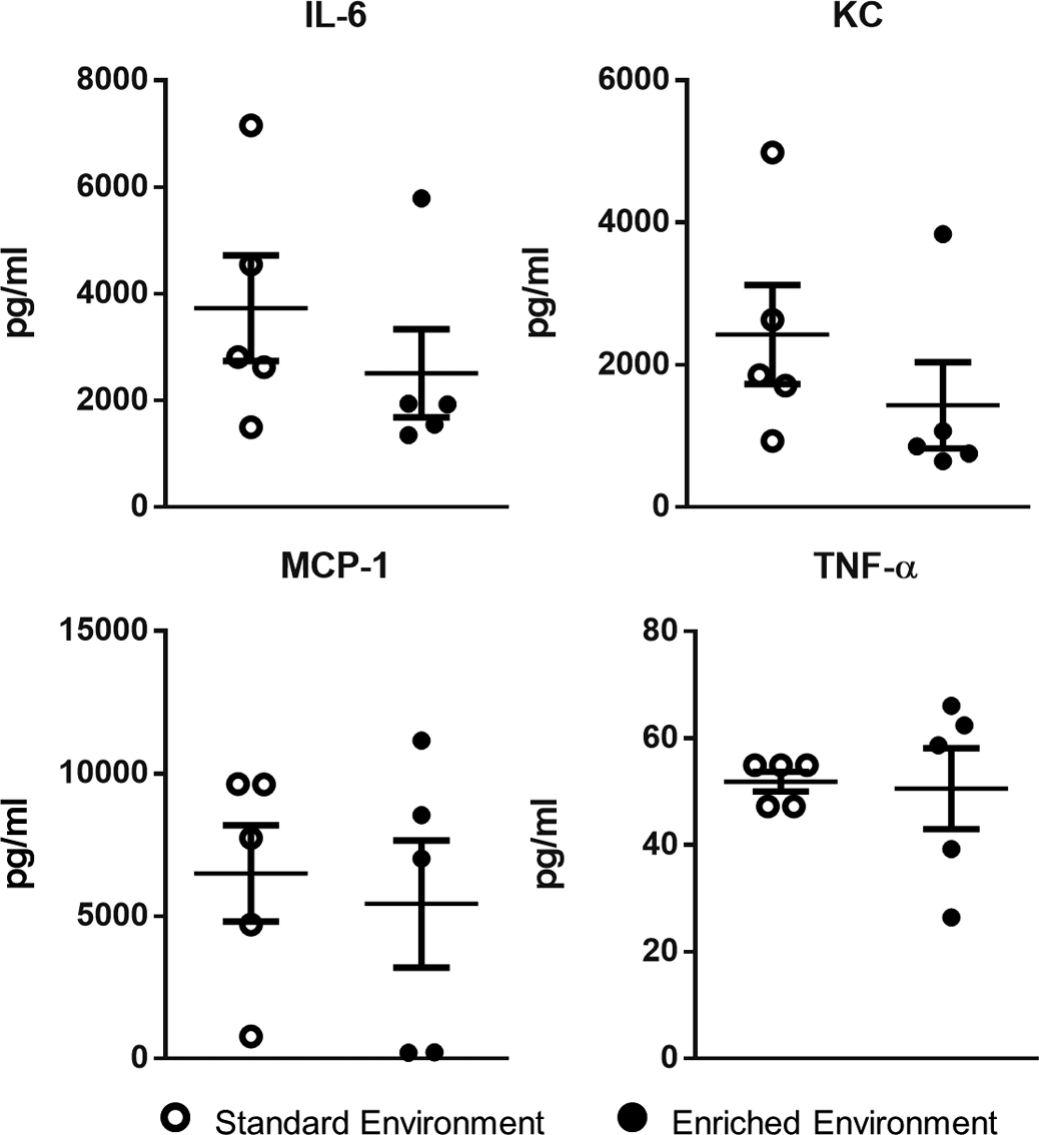
No difference in inflammatory cytokines in enriched mice following 6 hours of zymosan-induced peritonitis. Comparative expression of innate inflammatory cytokines IL-6, keratinocyte chemoattractant (KC), monocyte chemotactic protein 1 (MCP-1), and TNF-α in environmentally enriched and standard environment animals. Values are presented as individual data points with means (horizontal bars) ± SEM of 5 mice and are representative of *n* = 3 experiments.

**Figure 5:**
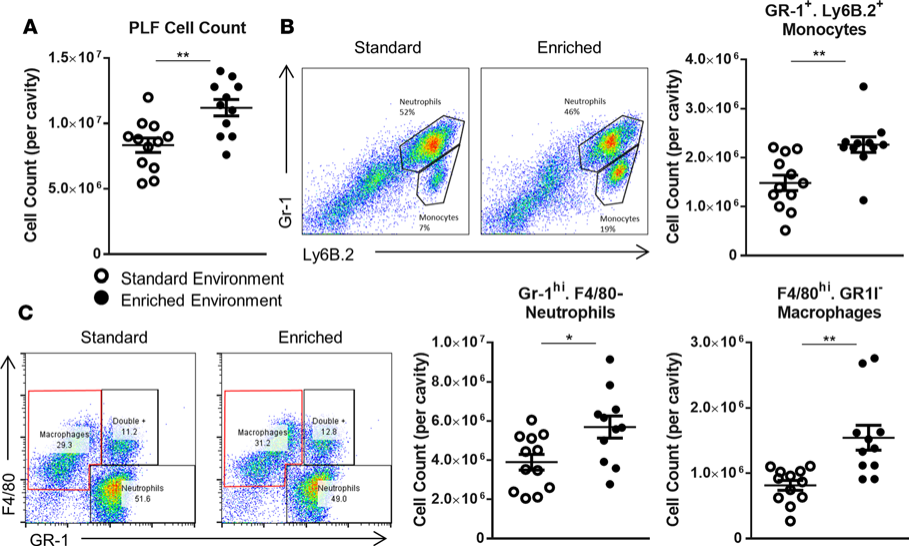
Increased peritoneal leukocytes in enriched mice following 24 hours of zymosan-induced peritonitis. (**A**) Peritoneal cell count of standard environment (SE) and enriched environment (EE) animals. PLF, peritoneal lavage fluid. (**B**) Representative FACS profiles of Gr-1–expressing versus Ly6b.2-expressing cells and comparative plots of total peritoneal populations of GR-1^hi^F4/80^–^ neutrophils in SE and EE mice. (**C**) Representative FACS profiles of F4/80–expressing versus GR-1–expressing cells and comparative plots of total peritoneal populations of GR-1^hi^Ly6b.2^+^ monocytes and F4/80^hi^Gr-1^–^ macrophages in SE and EE mice. Values are presented as individual data points with means (horizontal bars) ± SEM of 12 mice and are representative of *n* = 3 experiments. *P < 0.05, **P < 0.005 by 2-tailed *t* test.

**Figure 6:**
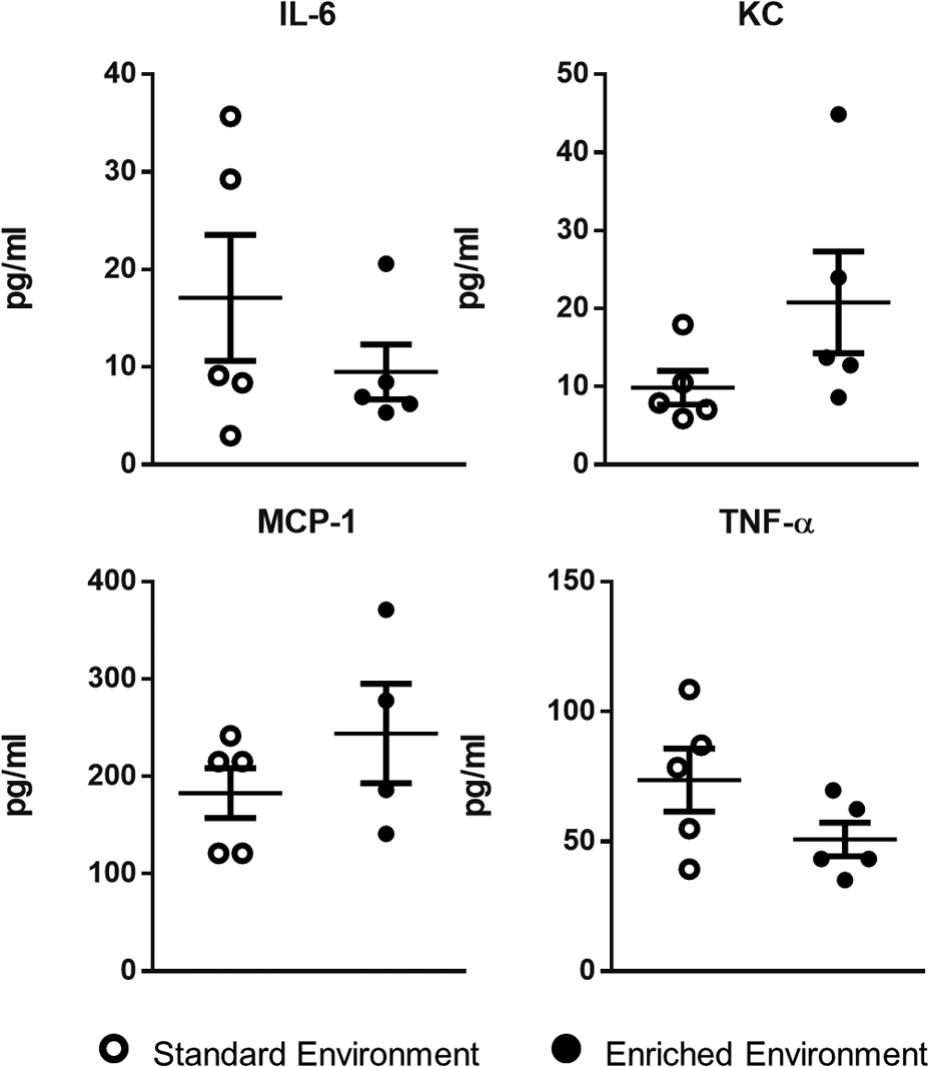
No difference in inflammatory cytokines in enriched mice following 24 hours of zymosan-induced peritonitis. Comparative expression of innate inflammatory cytokines IL-6, keratinocyte chemoattractant (KC), monocyte chemotactic protein 1 (MCP-1), and TNF-α in standard environment and environmentally enriched animals. Values are presented as individual data points with means (horizontal bars) ± SEM of 5 mice and are representative of *n* = 3 experiments.

**Figure 7:**
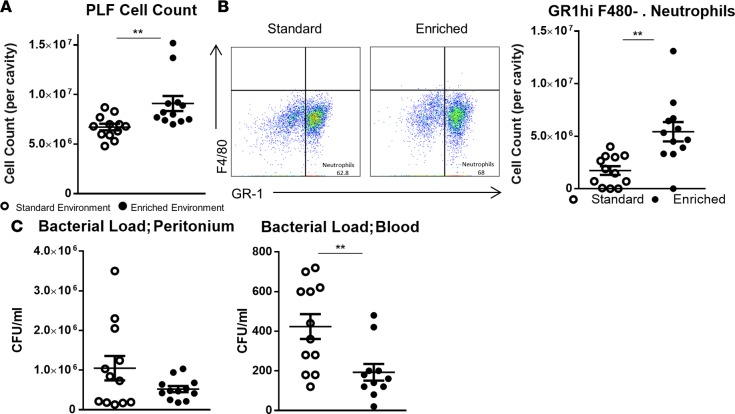
Enriched mice exhibit improved bacterial clearance in a experimental model of sepsis. (**A**) Peritoneal cell count of standard environment (SE) and environmentally enriched (EE) animals. PLF, peritoneal lavage fluid. (**B**) Representative FACS profiles of F4/80–expressing versus GR-1–expressing cells and comparative plots of total peritoneal populations of GR-1^hi^F4/80^–^ neutrophils in SE and EE mice. (**C**) Respective bacterial colony counts in peritoneal lavage fluid and blood of SE and EE animals values represented as CFU/ml. Values are presented as individual data points with means (horizontal bars) ± SEM of 12 mice and are representative of *n* = 2 experiments. **P < 0.005 by 2-tailed *t* test.

**Figure 8:**
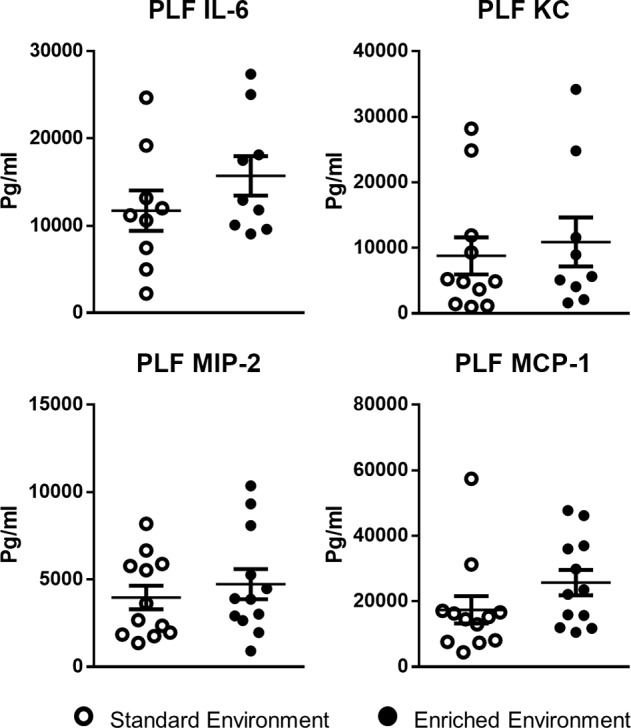
No difference in circulating inflammatory cytokines in enriched mice following 12 hours of sepsis induced by cecal ligation and puncture. Comparative expression of innate inflammatory cytokines IL-6, keratinocyte chemoattractant (KC), macrophage inflammatory protein 2 (MIP-2), and monocyte chemotactic protein 1 (MCP-1) in standard environment and environmentally enriched animals. Values are presented as individual data points with means (horizontal bars) ± SEM of 12 mice and are representative of *n* = 2 experiments. PLF, peritoneal lavage fluid.

**Figure 9:**
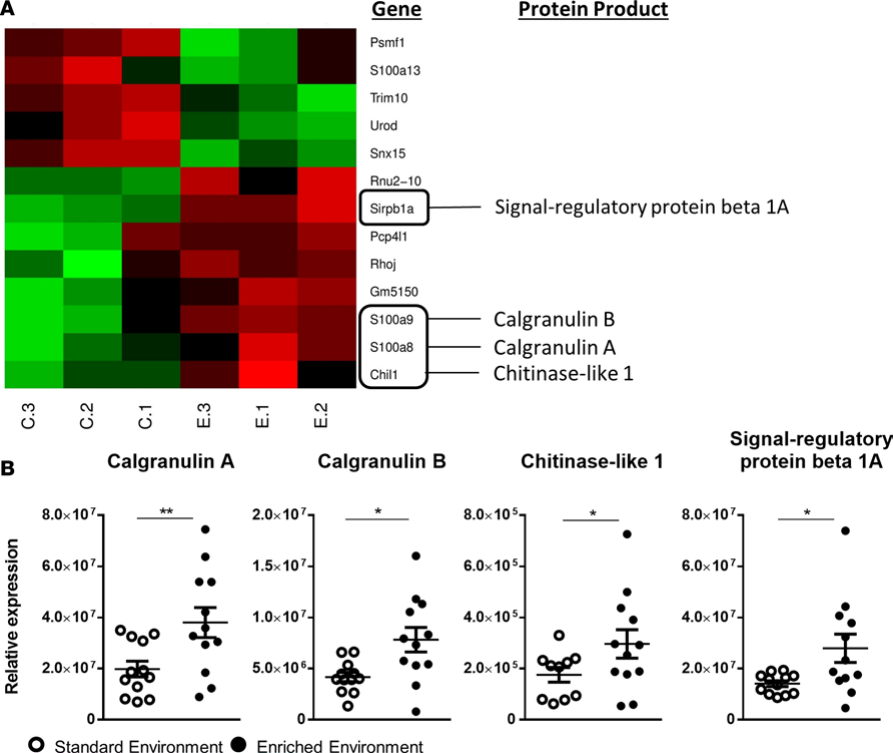
Enriched mice exhibit an altered immunoregulatory gene profile. (**A**) Heatmap analysis of microarray data of blood from standard environment and environmentally enriched mice. Hierarchical clustering and heatmap analysis of the filtered genes and the protein products of genes of interest. (**B**) Real-time PCR analysis of 4 genes of interest highlighted in the microarray. Values are presented as individual data points with means (horizontal bars) ± SEM of 12 mice. *P < 0.05, **P < 0.005 by 2-tailed *t* test.

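Over all 6148 probe sets, EE mouse 3 stood apart from the other arrays more than the EE mice stood apart from the SE mice. The first principal component held 49.5% of the variance and placed EE mouse 3 at 29.2 and the other mice between -10.3 and 2.62. Its correlation with the other arrays, across probe sets, averaged 0.932, against 0.956 to 0.965 for each of the others, and EE mice 1 and 2 were the closest pair (r = 0.981). B cell genes were lowest in EE mouse 3 in 20 of 20 cases, with a median difference of -0.85 from EE mice 1 and 2 on the log2 scale, and T cell genes in 17 of 21. Platelet and megakaryocyte genes were highest in this mouse in 14 of 21 cases, with a median 0.57 above EE mice 1 and 2. The differences went beyond cell types. Proteasome genes were lowest in EE mouse 3 in 13 of 24 cases and highest in 4. Genes of the mitochondrial respiratory chain were lowest in 10 of 19 cases and highest in 1. The Y-linked Kdm5d lay at 6.10 in EE mouse 3 and 6.91 to 7.36 in the other mice. Uty lay at 6.50 against 7.28 to 7.59, and Eif2s3y at 6.15 against 7.35 to 7.48. Genes singled out after their values were seen include Cr2, a complement receptor of B cells, at 7.09 in EE mouse 3 and 8.11 to 8.91 in the others, Vwf, the von Willebrand factor of platelets, at 10.11 against 8.56 to 9.55, and Irgm2, an interferon-induced GTPase, at 8.24 against 6.79 to 7.34.
Between EE and SE mice, 0 of 20 B cell, 0 of 21 T cell and 0 of 21 platelet genes reached an unadjusted p under 0.05 from limma, with median log2 fold changes of -0.23, 0.08 and 0.22. Their adjusted p from camera was 0.00434, 0.00596 and 0.000360, and for each of these lists adjusted p = 0.628 with an estimated correlation. The estimated correlations were 0.93, 0.88 and 0.76. With a mouse left out, camera used the preset correlation of 0.01, far below these, so its p-values there can be much too small. Without EE mouse 3 the median log2 fold changes were 0.02 for B cells, 0.41 for T cells and 0.09 for platelets (camera with the preset correlation, adjusted p = 0.847, 8.56e-10 and 0.857). The T cell median was -0.09 without EE mouse 1 and -0.03 without EE mouse 2 (camera, adjusted p = 0.391 and 0.164). Without SE mouse 3 the medians were -0.17 for B cells and 0.02 for platelets (camera, adjusted p = 0.249 and 0.429). The B cell list had an adjusted p = 0.0794 from camera without SE mouse 2. Of 18 monocyte genes, 1 was higher, Mpeg1, with a log2 fold change of 0.35 (standard error 0.13), and the list had an adjusted p = 0.0393 from camera, or adjusted p = 0.628 with an estimated correlation. Its median log2 fold change was 0.01 without EE mouse 3 and 0.02 without SE mouse 3 (camera, adjusted p = 0.551 and 0.682), against 0.12 with all mice.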

**Figure 10:**
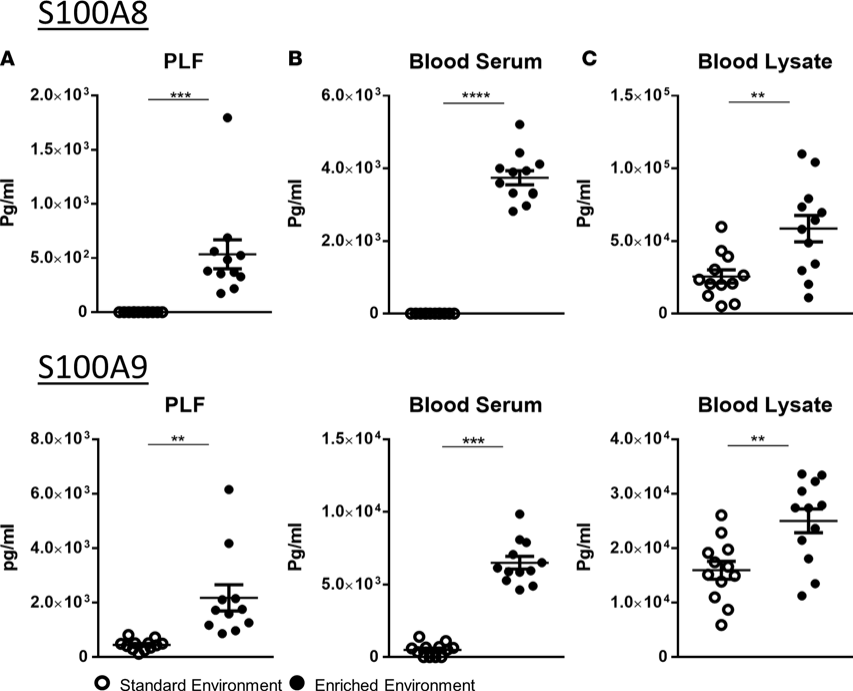
Enriched mice present heightened levels of circulating calgranulin. Comparative expression of the individual dimers of calprotectin (S100A8 and S100A9) in (**A**) peritoneal lavage fluid (PLF), (**B**) blood serum, and (**C**) blood pellet lysate. Samples were taken from environmentally enriched (EE) and standard environment (SE) mice subject to no additional immune modulation. Values are presented as individual data points with means (horizontal bars) ± SEM of 12 mice from SE and 11 for EE; *n* = 1 experiment. **P < 0.005, ***P < 0.001, ****P < 0.0005 by 2-tailed *t* test.

**Figure 11:**
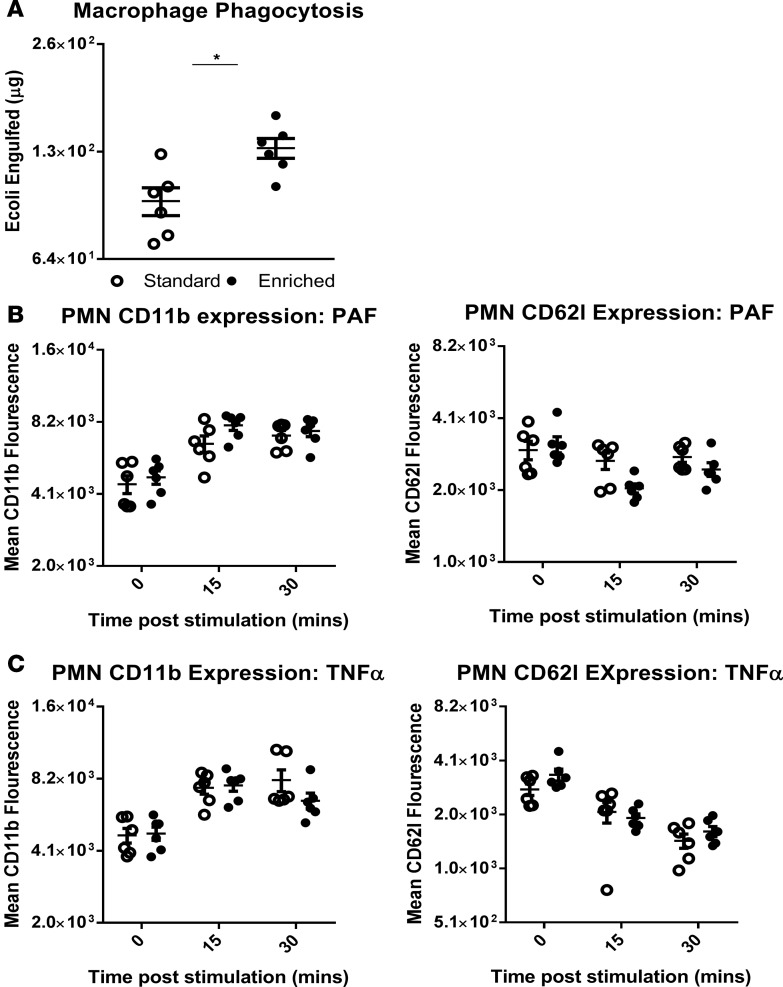
Differential ex vivo activity of leukocytes isolated from mice housed in a standard or enriched lab environment. (**A**) Comparative levels of BODIPY-linked *E. coli* phagocytosed by Bio-Gel P-100–generated macrophages in 1 hour were measured in mice housed in a standard (SE) or enriched environment (EE). EE macrophages were observed to engulf a significantly higher number of bacterial particles than SE. *P < 0.05 by 2-tailed *t* test. Representative of *n* = 3 experiments, 12 mice per experiment. (**B**) Comparative levels of CD11b and CD62L expression by activated polymorphonuclear leukocytes (PMNs) extracted from EE and SE animals were measured by flow cytometry. Following stimulation with either 10^−9^ M platelet activating factor (PAF) (**B**) or 50 ng/ml TNF-α (**C**) for 15 or 30 minutes, no differences in expression were detected. Values are presented as individual data points with means (horizontal bars) ± SEM of 6 mice and *n* = 2 experiments. Significance calculated (none found) by 2-way ANOVA.

How the deposited data were processed for this re-analysis (not part of the article)

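Whole blood RNA from 3 mice housed in the enriched environment (EE) and 3 housed in the standard environment (SE), with no inflammatory insult, was measured on 6 Affymetrix arrays, 1 per mouse. The authors hybridized total RNA, normalized the arrays by the robust multiarray average (RMA) of the Bioconductor package affy, and deposited 1 table of log2 values for 41345 probe sets with a column per mouse. RMA corrects the background with a model, makes the distributions of probe values alike between arrays and summarizes the probes of a set, so differences in total RNA between samples are removed from the values and small folds can be compressed. The submitters' processing notes name limma with no version, and no genome build is given in the sources used here. Columns were matched to mice by the sample titles, and all 6 columns were used.

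Gene names came from the probe annotation of the table's array, in which 23521 probe sets have 1 gene symbol, 1814 have several and 16010 have none listed. Of the named probe sets, 23328 carry a symbol that is in the GRCm38.p6 gene table. Probe sets with several genes were tested but not named for any of them. In the main analysis, probe sets without an Entrez ID, or with a mean log2 value over the 6 arrays under 6.64 (100 on the linear scale), were removed before the fit, which left 6148. The log2 values were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, no covariate), with Benjamini-Hochberg adjustment over the probe sets tested. The study's thresholds are an unadjusted p under 0.05 and a fold above 2 or under 0.5. No depth can be given for arrays, and 3 mice per group limit the precision. The study reports separate mice, so p-values measure the spread between mice. No scan date or batch is given in the sources used here, and the study housed its mice in groups without saying which arrayed mice shared an enclosure.

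Before the data were examined, 39 gene lists were written, most from textbook markers that fit whole blood and the rest from the genes and proteins of the study and for a check of sex, along with the design, the alternatives and the rule for naming genes. Genes of the study's heatmap were kept out of the cell type and pathway lists. Each gene was represented by its probe set with the highest mean, and 5601 genes entered the tests. The 22 lists of cell types, pathways and RNA classes with at least 5 measured genes were tested with camera at its preset correlation of 0.01, with an estimated correlation and fry as alternatives. With the preset correlation 14 lists passed an adjusted p of 0.05, and 0 did with an estimated correlation or with fry. Lists with fewer measured genes were not tested, among them granule proteins of maturing neutrophils (3 measured), eosinophils, basophils and mast cells (1), globins (1), the circadian clock (3), inflammatory cytokines (4), histones (3), heat shock proteins (2), heart and skeletal muscle (1), and other chitinase-like proteins, mitochondrially encoded RNAs, and endothelium, liver and lung (0 each). A list score per mouse is the median over the list's genes of the log2 value minus the mean of the SE mice.

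The genes named are those of the study's heatmap, every probe set past the study's thresholds, the 10 with the smallest unadjusted p in each direction among those with no overlap between EE and SE mice, the 3 with the smallest unadjusted p in each list described, and the genes of proteins that the study measured in other assays. Of these, the ones that illustrate a group are printed. Cd47 is given as the remaining measured gene of its list, and Kdm5d, Uty and Eif2s3y are given from the check of sex. Any other gene is said to be singled out after its values were seen. The spread was compared as the median over probe sets of the ratio of the EE to the SE standard deviation, with all 20 assignments of 3 of the 6 arrays.

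The code was tested on simulated data for the EE and SE comparison with 6148 probe sets and 200 changed per simulation. At a true fold of 2, 49.5% of the changed probe sets passed the study's thresholds and 67.2% an adjusted p of 0.05, and at a true fold of 3 these were 98.3% and 89.2%. At a true fold of 1.5, 26.7% passed an adjusted p of 0.05. The noise in these simulations was independent between probe sets and no array stood apart, unlike in the real arrays, so these shares need not hold for them. In lists of 20 genes with no shift and a correlation of 0.4 between genes, the preset correlation gave a p under 0.05 in 43% of simulations and the estimated correlation in 4%. Alternatives covered the expression minimum, the Entrez filter, the scaling of the arrays, the settings of limma, the plain t-statistic, the mouse number as a block, each mouse left out in turn, folds of linear means, the summary of the probe sets of a gene and the gene set test. Those chosen after seeing the data rescale EE mouse 3 to a slope of 1 against the mean of the other arrays, or keep only probe sets of 1 gene. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The RT-PCR, protein and flow cytometry measurements of the study come from other assays and were not analysed here.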

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

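The tests of explanations in this part were chosen after the results were seen, apart from the counts over other splits of the arrays. The gene lists tested here are outside the genes that the paper describes from these arrays, and 6 of them passed an adjusted p of 0.05 from camera with its preset correlation and had scores with no overlap between EE and SE mice. The higher ones were neutrophil cytoplasmic and released proteins (median log2 fold change 0.52, and 0.33 without SE mouse 3), neutrophil surface molecules and cytokine receptors (0.41, and 0.26 without SE mouse 3) and ribosomal proteins (0.14, and 0.08 without EE mouse 1). The lower ones were the genes of red cells (-0.41), of haem synthesis and iron (-0.22) and of the cell cycle (-0.24, and -0.13 without EE mouse 3). None of the lists passed with an estimated correlation, where the lowest adjusted p was 0.222. Of the 10 splits of the 6 arrays into 3 and 3, the real one gave 14 lists and the highest other one 11, so that 1 split gave a count as large. For probe sets past the study's thresholds the real split gave 12 and the highest other one 18, with 3 splits as large, and for an unadjusted p under 0.05 these were 283 and 461, with 6 splits as large. With 10 splits the share cannot be under 0.05.

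The neutrophil score, taken over both lists, was higher in EE mice by 0.49 on the log2 scale (standard error 0.15), and the array of EE mouse 3 alone is argued against by a difference of 0.50 without it, with both remaining EE mice above every SE mouse. A lower share of red cell RNA would raise the genes of all other blood cells alike, and this is argued against by the neutrophil score exceeding the mean score of monocytes, B cells, T cells, natural killer cells and platelets by 0.38 (standard error 0.06), with no overlap. Against single types the excess had no overlap for monocytes (0.33, standard error 0.14). EE and SE mice overlapped for T cells (0.37, standard error 0.30), B cells (0.74, standard error 0.39) and platelets (0.22, standard error 0.26). Without EE mouse 3 these were 0.10, 0.46 and 0.43, so that T cell genes were then nearly as high in EE as neutrophil genes. The excess over natural killer cells alone was not computed, and their score was higher in EE by 0.22 (standard error 0.26), with overlap. The mean pools types whose scores went both ways, from -0.25 for B cells to 0.26 for platelets. What stays open is the hypothesis that EE blood held a higher share of neutrophils, and higher expression per neutrophil. The paper reports such a share from blood cell counts, along with a lower percentage of lymphocytes, without saying whether the arrayed mice were counted. On the arrays, B and T cell genes had median log2 fold changes of -0.23 and 0.08, or 0.02 and 0.41 without EE mouse 3. These arrays hold no cell counts, enclosure and housing cannot be separated in them, and with an estimated correlation neither list passed.

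The red cell score was lower in EE mice by a difference of -0.40 on the log2 scale (standard error 0.15). Trim10 and Urod, which the study's heatmap shows lower in EE, are expressed in maturing red cells. The study chose them on these arrays for their folds, so their lower values are not independent evidence. The array of EE mouse 3 alone is argued against by a red cell score difference of -0.50 without it, with both remaining EE mice below every SE mouse. Mice that differ in their share of young red cells regardless of housing cannot be told apart from an effect of housing, because the adjusted p of the list was 0.222 with an estimated correlation and 3 mice per group allow no smaller two-sided permutation p than 0.1. A lower output or share of young red cells in EE is an open hypothesis, and no reticulocyte count was used here.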

How the results depend on the processing

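Among the alternatives, the rescaling of EE mouse 3 and the use of probe sets of 1 gene only were chosen after the data were seen, and the cause of a change was not tested unless it is named. For the 7 probe sets higher and 5 lower in EE under the study's thresholds, requiring 100 in every array left 2 higher and 5 lower. This minimum removes probe sets that are low in any mouse. Among them were S100a8, S100a9, Chil1, Gm5150 and Pcp4l1, each under 100 in at least 1 SE mouse. The plain t-test left 3 higher, and array weights gave 13 higher and 16 lower. Lower probe sets numbered 9 with no Entrez filter, 2 after cyclic loess and 2 with EE mouse 3 rescaled, with 7 higher in both of the last. Under each of the other settings with all mice, 5 to 9 were higher and 4 to 6 lower. At an unadjusted p under 0.05, 283 probe sets (90 higher and 193 lower) were 843 with no expression filter (403 and 440), where more are tested, and 1117 with array weights (655 and 462). Other scalings moved the balance, to 136 and 159 after quantile normalization again, 138 and 140 after cyclic loess and 163 and 106 with EE mouse 3 rescaled. At an adjusted p of 0.05, 97 probe sets passed with array weights, which gave EE mouse 3 a weight of 0.127 and SE mouse 2 one of 4.98, against 0.591 and 0.921 for SE mice 1 and 3, and 0 under every other setting. Of the 14 gene lists past an adjusted p of 0.05, 9 passed with array weights and 0 with an estimated correlation or with fry. The red cell list and both neutrophil lists had adjusted p = 0.222 with an estimated correlation and 0.197 with fry, and kept their direction and side under every other setting. With array weights camera's direction relative to the other genes turned for the monocyte list (adjusted p = 0.401, with a median log2 fold change of 0.02) and the list of natural killer and cytotoxic lymphocytes (0.802, with -0.15).

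The folds of some genes fell under 2 or their p above 0.05. Among the genes described here, this was so with the plain t-test for Chil1 (log2 fold change 1.08), Pcp4l1 (2.21), S100a13 (-1.04) and S100a8 (1.22), and with array weights for Chil1 (0.92) and Psmf1 (-0.78). After cyclic loess it was so for Trim10 (-0.98), Snx15 (-0.95) and Urod (-0.98), with EE mouse 3 rescaled for Trim10 (-0.95), Snx15 (-0.93) and Urod (-0.94), after quantile normalization again for Snx15 (-0.955), and with linear means for Gm5150 (0.97) and S100a9 (0.99). The log2 fold change of Pcp4l1 was 1.34 with linear means and 3.13 with array weights.

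With each mouse left out in turn, which leaves fewer mice, higher probe sets ranged from 1 (without SE mouse 3) to 9 (without SE mouse 1), lower ones from 2 (without SE mouse 1) to 9 (without SE mouse 3) and those at an unadjusted p under 0.05 from 186 (without EE mouse 1) to 720 (without EE mouse 3). Lists ranged from 8 (without SE mouse 3) to 12 (without SE mouse 1), and the median ratio of standard deviations from 0.643 (without EE mouse 3) to 2.41 (without SE mouse 1). With the preset correlation, camera's adjusted p of the monocyte list ranged from 0.00014 to 0.682 and that of the platelet list from 3.15e-10 to 0.857. Without EE mouse 3 camera's direction relative to the other genes turned for both (0.551 and 0.857), while their median log2 fold changes stayed positive (0.01 and 0.09). Log2 fold changes ranged from 0.72 to 1.37 for Chil1, 1.62 to 3.33 for Pcp4l1, 0.93 to 1.50 for S100a8, 0.87 to 1.30 for S100a9 and 0.82 to 1.30 for Gm5150. They ranged from -1.22 to -0.82 for Trim10, -1.12 to -0.94 for Snx15, -1.42 to -0.84 for Psmf1, -1.41 to -0.76 for S100a13 and -1.26 to -0.86 for Urod, while Sirpb1a (1.14 to 1.40) stayed past both thresholds.

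With the mouse number as a replicate block, 7 probe sets were higher, 5 lower and 219 at an unadjusted p under 0.05, and 13 lists passed. The numbers do not pair the mice, since the deviations of same-numbered mice had r = -0.258, 0.054 and -0.313 and not every mouse correlated best with its own number. Over all settings, for the genes outside the heatmap and the lists other than red cells and neutrophils, 2827 values kept their side of the thresholds, 56 fell short of them, 11 came to pass them and 4, those of the lists given above, turned direction having passed in the main setting. Turns of lists that passed neither in the main setting nor in the alternative are not counted among these 4. Transcripts with a low signal over background limit the comparison, since fold changes near the expression minimum can be compressed by RMA.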

Differences from the paper's values

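In the main setting, neither count differs from the paper's by more than 1.5 times. The paper gives 8 higher and 5 lower genes, and limma with the paper's thresholds gave 7 higher and 5 lower probe sets. Of the alternatives set before the data were examined, the minimum of 100 in at least 3 arrays gave 8 and 5, with 12 named heatmap genes past the thresholds. Leaving out EE mouse 3 also gave 8 and 5, but these were partly other genes. Only 6 named heatmap genes passed then, and 7 of the 13 probe sets were among those of the main setting.

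The heatmap shows Sirpb1a among the higher genes. Its own probe set was under the minimum of 100 in the mean log2 value over arrays (88.3 on the linear scale) and so was not among the 7, although its log2 fold change was 1.30. It was called with no expression filter and with 100 in at least 1 array or in at least 3 arrays, and the other 11 named genes of the heatmap were called in the main setting. The 7 did include a probe set shared by Sirpb1a and Sirpb1b, with a log2 fold change of 1.01. The heatmap also shows Rnu2-10, which no probe set in the annotation names, so no value is given for it.

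The paper's results give 34760 probes on the chip, and the table used here holds 41345 probe sets.

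The paper describes the spread of the data in its genetic analysis as greater in EE, without saying which genes or assay it means. Its RT-PCR used more mice and was not analysed here, so the values below concern the arrays only. Over all probe sets tested the median ratio of standard deviations was 1.57 and the EE spread was the larger in 67.6% of them, in the same direction as the paper's statement. Over the named genes of the heatmap it was the larger in EE for 6 of 12. Without EE mouse 3 the median ratio over all probe sets was 0.643, from fewer EE than SE mice, which tends to lower it.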

Other observations

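The tests of explanations in this part were chosen after the results were seen. Of 37 ribosomal protein genes, 31 had positive log2 fold changes in EE mice, with a median of 0.14, and 1 was higher at an unadjusted p under 0.05 from limma (Rps28, log2 fold change 0.37, standard error 0.13), with 0 passing when adjusted over the list alone (camera, adjusted p = 2.06e-07, and adjusted p = 0.222 with an estimated correlation). Of 12 cell cycle genes, 3 were lower and none was higher at an unadjusted p under 0.05, with 2 passing when adjusted over the list alone. These were Nusap1, a protein of the mitotic spindle (log2 fold change -0.83, standard error 0.14), Ube2c, which drives the degradation of cyclins (-0.47, standard error 0.13), and Mki67, a marker of dividing cells (-0.55, standard error 0.19). The cell cycle list had an adjusted p = 0.00132 from camera, or adjusted p = 0.222 with an estimated correlation (-0.01, with p = 0.0205 before adjustment). Sod2, the mitochondrial superoxide dismutase, had a log2 fold change of -0.71 (standard error 0.12, unadjusted p = 0.000371 and adjusted p = 0.687 from limma). It was lower in every EE mouse than in every SE mouse, which was a condition for naming it and so is not evidence. Of all probe sets tested, 9.68% had no overlap, against 10% by chance. The 9 genes of natural killer and cytotoxic lymphocytes had a median log2 fold change of 0.19 (camera, adjusted p = 0.0151, adjusted p = 0.537 with an estimated correlation), which was 0.03 without EE mouse 3 and -0.04 without SE mouse 3 (adjusted p = 0.857 and 0.544), and the 36 small nuclear and nucleolar RNAs one of 0.08 (camera, adjusted p = 0.00361, adjusted p = 0.628 with an estimated correlation, and 0.982 without SE mouse 1). Glucocorticoid-responsive genes, immediate early genes, phagocyte receptors and the proteasome did not pass, with adjusted p = 0.609, 0.412, 0.0628 and 0.609 from camera.

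Of the proteins that the study measured in blood or lavage fluid, the transcripts of Il6, Ccl2, Cxcl1, Cxcl2, Ifng and Tnf all lay under the expression minimum in these uninflamed mice, with mean log2 values that equal 7.61, 21.8, 22.3, 69.6, 38.5 and 94.6 on the linear scale. Itgam, which encodes CD11b, had a log2 fold change of 0.51 (standard error 0.21, unadjusted p = 0.0422 and adjusted p = 0.992 from limma). Gapdh, the reference gene of the study's RT-PCR, has 2 probe sets above the minimum, with log2 fold changes of 0.24 (standard error 0.15) and 0.28 (standard error 0.16) and unadjusted p = 0.152 and 0.119 from limma, and in the first of them every EE mouse lay above every SE mouse.

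Some transcripts took values far apart in mice of the same group, and these genes were singled out after their values were seen. Hbq1a, a globin gene, lay at 3.39 in EE mouse 3 and between 11.6 and 12.3 in the other mice. Npy, which encodes neuropeptide Y, lay at 9.76 in SE mouse 1 and between 6.00 and 6.31 in the others. Gm1966 lay at 5.96 in SE mouse 3, 6.28 in EE mouse 1 and between 9.15 and 9.96 in the others. H2-Ea, an MHC class II gene, ranged from 7.11 to 10.4 over the 6 mice. No explanation was tested for these genes.

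Over the probe sets of these arrays, the greater spread in EE, with a median ratio of standard deviations of 1.57, fits the array of EE mouse 3 alone. The ratio was 0.643 without it, though fewer EE than SE mice tends to lower this ratio. Pair by pair, the SD of log2 differences was 0.233 between EE mice 1 and 2 and 0.313, 0.372 and 0.267 between SE mice. It was 0.463 and 0.485 between EE mouse 3 and EE mice 1 and 2. A compressed scale of that array (slope 0.952 against the mean of the other arrays) is argued against as the whole cause, because the ratio was 1.47 after rescaling to a slope of 1. The lower B and T cell genes and higher platelet genes of that mouse remain. So do its lower Y-linked genes, such as Kdm5d at 6.10 against 6.91 to 7.36 in the other mice, which are not markers of a blood cell type. Neither handling of that blood sample nor an individual response of that mouse was tested.

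It was tested whether a higher share of neutrophils alone could account for the difference in S100a8 and S100a9. After the neutrophil score was subtracted, S100a9 was still higher in EE mice by 0.55 (standard error 0.16), with no overlap, and S100a8 by 0.73 (standard error 0.33), with EE mouse 3 below SE mouse 1. The smaller of these differences is 0.55. A share of neutrophils alone and higher expression per cell cannot be told apart here, because S100a8 overlaps between the groups and probe sets differ in how steeply they follow the amount of RNA. Both genes were also chosen on these arrays for a fold above 2, while the neutrophil score differed by only 0.49 on the log2 scale. An excess after subtraction was therefore fixed in advance and is no evidence for higher expression per cell.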
